A study of Mus musculus with 8 samples. Its data were reported in "GDNF drives rapid tubule morphogenesis in a novel 3D in vitro model for ADPKD" (2020).

How the data were processed

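RNA was measured in tubuloids, tubule-like structures grown in Matrigel from cell fragments of postnatal mouse kidneys. The sample descriptions gave an age of day 7 to day 10, whereas the paper's methods gave postnatal day 4 to day 7. The mice carried floxed alleles of Pkd2, a reverse tetracycline transactivator driven by the Pax8 promoter (Pax8rtTA), a tetracycline-responsive Cre recombinase (TetOCre) and a membrane reporter that changes from red to green fluorescence after recombination (mTmG). Doxycycline (DOX) switches on Cre in this system, and dimethyl sulfoxide (DMSO) was the vehicle. Treatment began on day 3 and lasted 3 days, and RNA was extracted on day 7 of culture. Each of the 8 libraries was placed in its group from its title, giving 4 DOX and 4 DMSO libraries. The library numbers in the titles were not shared between the groups, and the labels did not pair libraries, so the comparison was unpaired. Cultures of the same animal may have been split between the treatments, and such pairing could not be tested. The assignment of libraries to flow cell lanes was not used here.

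The authors prepared poly-A selected SMART-Seq v4 libraries, aligned the paired-end reads with STAR and counted them on the BasePair platform; the versions and settings were not stated. The deposited count is a whole number of reads per RefSeq transcript on the mouse build mm10. The deposited FPKM is that count scaled by transcript length and library total, and the library total implied by it was equal to the sum of the deposited counts (ratio 1). The deposited TPM is FPKM rescaled by the authors to a fixed sum in every library. Counts were used for all tests, TPM only to describe expression levels, and FPKM only for the check of the library total.

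Transcript counts were summed by gene symbol, which gave 24063 genes, of which 4914 had several transcripts. Reads lying in several isoforms of a gene appeared to be counted for each isoform: among 2062 genes with 2 transcripts and at least 1000 counts, the totals of both transcripts were within 10% of each other in 1691 and identical in 218. Summed totals therefore overstate the number of reads, and taking only the transcript with the highest mean count of each gene gave 39252852 to 64561676 counts per library in place of 63922677 to 102716313. The counting settings did not show how reads shared by paralogs or overlapping genes were assigned, so such genes remain uncertain. All 28 pairs of libraries differed by far more than sampling noise. Chi-square per degree of freedom ranged from 328 to 1066 over genes with at least 50 counts. No library was therefore a copy of another, and each was counted as 1 sample. This does not show that the libraries came from different animals.

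DOX was compared with DMSO by the Wald test of DESeq2 1.42.0 in R 4.3.3, the tool named in the study's methods, with median-of-ratios size factors, no covariate, the Cook's distance filter, independent filtering at alpha 0.1, unshrunken log2 fold changes and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and a change of at least 1.5-fold. The quasi-likelihood test of edgeR 4.0.16 is given beside it. The genes described one by one were Pkd2, 8 genes picked out in the study's plot of fold changes (Fhod3, Tns1, Plscr2, Cnpy3, Psen2, Ccnd2, Lars and Krt5), and the 5 higher and 5 lower called genes with the smallest adjusted p whose DOX libraries all lay on one side of all DMSO libraries. Gene coordinates are those of NCBI RefSeq on GRCm38.p6, the same assembly as mm10, matched by the RefSeq transcripts of each gene. Gene sets were scored in each library as the mean log2(normalised count + 1) and compared by exact two-sided permutation tests over the 70 assignments of 8 libraries to 2 groups of 4, for which the smallest possible p was 0.02857, with Benjamini-Hochberg adjustment over 5 planned sets. The median difference of a set's genes was also placed among 10000 random sets of the same size matched on mean expression, which describes these libraries only.

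The tests were tested on simulated data drawn from the means and library sizes of the real genes, with 200 of 18124 genes changed 4-fold. The changed genes were drawn among those with a mean normalised count of at least 100. For these gene tests a single data set was simulated per setting, so the false calls have no measured spread. With the spread of each gene as estimated from these libraries, DESeq2 recovered 72.5% of the changed genes with 154 false calls and edgeR 35.5% with 1 false call. With no gene changed, DESeq2 made 82 false calls and edgeR 1. With the spread taken from the fitted trend, DESeq2 recovered 60.5% with 39 false calls and edgeR 42.5% with 0, and with no gene changed they made 22 and 0 false calls. The set test was checked on 40 genes simulated independently of each other, and gave p-values under 0.05 in 2% of 100 simulations without a change and in 100% of 100 simulations with a 2-fold change; genes of a real set vary together, so this checks the computation and does not give the power of the set tests reported here.

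The alternatives tried were edgeR, limma-voom (limma 3.58.1), TMM size factors, 2 filters on low counts, the Cook's distance filter and independent filtering switched off, other thresholds, 1 surrogate variable (sva 3.50.0), the sex of the library as a covariate, transcripts as features, and leaving out each library in turn. One transcript per gene, low gene detection as a covariate or as a reason to leave out 2 libraries, and 3 further edgeR fits were chosen after seeing the data. Set scores and tables were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.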

Results

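RNA sequencing was performed on tubuloids from Pkd2 floxed, doxycycline-inducible mouse kidney cells after treatment with DOX (n = 4 libraries) or DMSO (n = 4 libraries). Pkd2 encodes polycystin-2, and mutations in it cause autosomal dominant polycystic kidney disease. The comparison asked which transcripts changed soon after Cre was induced. Summed transcript counts ranged from 63922677 to 102716313 per library. They averaged 79237854 ± 14389375 in DMSO and 87855296 ± 14722866 in DOX libraries (SD, n = 4 each; exact two-sided permutation p = 0.429). At least 1 count was found for 19634 genes in total. DMSO 20 and DOX 19 had counts for 13243 and 13599 genes, whereas the other 6 libraries had counts for 17054 to 17903 genes. Spp1 was the most counted gene in each library and took 3.70% to 13.2% of the counts. Xist and Y-linked transcripts marked DMSO 15 and DOX 21 as male and the other 6 libraries as female, so each group held 1 male library.

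**Figure D1:**
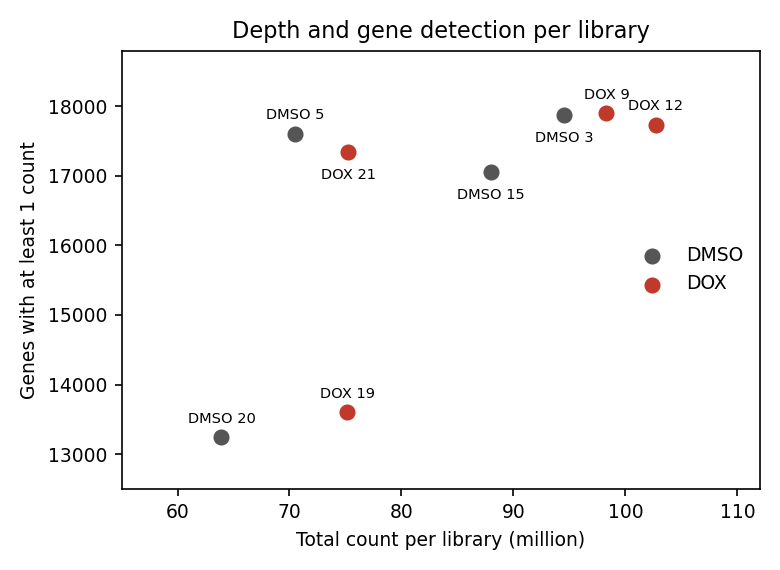
Total count per library (horizontal axis, in units of 10 to the power of 6 counts) against the number of genes with at least 1 count (vertical axis), with 1 point per library, grey for DMSO and red for DOX. DMSO 20 (13243 genes) and DOX 19 (13599 genes) lie below the other 6 libraries, which lie between 17054 and 17903 genes.

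Libraries did not group by treatment. In a principal component analysis of 500 genes, the first component held 53.4% of the variance and set DMSO 20 and DOX 19 apart from the other libraries. Its scores did not differ between DOX and DMSO (exact permutation p = 0.914). The second component held 22.5% of the variance (exact permutation p = 0.114). Spearman correlations over 14123 genes had a median of 0.911 within groups (range 0.861 to 0.966) and 0.928 between groups (range 0.866 to 0.966), each computed across genes, which are not independent replicates.

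The targeted gene was examined first. Pkd2 (Entrez 18764, chromosome 5, 104453982 to 104505819, mm10) had normalised counts of 6130 ± 1114 in DMSO and 4946 ± 772 in DOX libraries (SD, n = 4 each). The log2 fold change was -0.31 (SE 0.215; DESeq2 adjusted p = 0.999), and the ranges of both groups overlapped, from 4813 to 7538 in DMSO and from 4136 to 5952 in DOX (exact permutation p = 0.143). The deposited TPM of Pkd2 averaged 27.8 ± 6.14 in DMSO and 23.8 ± 4.34 in DOX libraries. The difference was within the spread between replicates. Counts over the whole transcript do not separate reads of the floxed exons from the rest, and exon-level reads were not analysed here.

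DESeq2 called 25 genes between DOX and DMSO, 14 higher and 11 lower with DOX, among 17011 genes with an adjusted p. An unadjusted p under 0.05 was found for 899 of 19268 genes (4.67%). The 4 DOX libraries lay on one side of the 4 DMSO libraries for all 25 called genes. Across 17184 genes with a mean count of at least 2, this held for 468 (2.72%), against 2.86% given by chance. The edgeR quasi-likelihood test called 0 of 15562 genes, with 476 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.999. Among the DESeq2 alternatives, leaving out DMSO 15 moved the number of calls most, to 75 genes. Of the 35 genes on the study's own list, which was made from these libraries, DESeq2 called 24. All 35 had an adjusted p of at most 0.1 (largest 0.0718), 22 higher and 13 lower with DOX. Adjusted over the list alone, all 35 had an adjusted p of at most 0.05, and 32 of these also passed the fold change threshold; since the list was chosen on the same libraries, this count shows no stability.

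**Figure D2:**
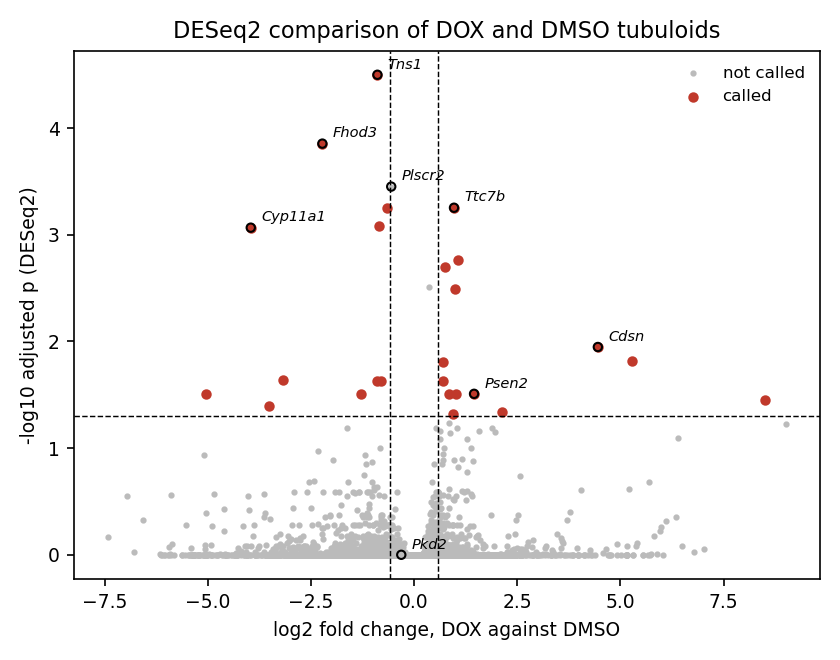
DESeq2 log2 fold change of DOX against DMSO (horizontal axis) and -log10 of the adjusted p (vertical axis) for 17011 genes, with the 25 called genes in red and the others in grey. Dashed lines mark an adjusted p of 0.05 and a 1.5-fold change; Tns1 has the smallest adjusted p and Pkd2 lies near an adjusted p of 1.

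Tns1 had the smallest adjusted p. Its normalised counts were 10501 ± 1342 in DMSO and 5674 ± 344 in DOX libraries (SD, n = 4 each), a log2 fold change of -0.89 (SE 0.148; DESeq2 adjusted p = 3.16e-05). The gene (Entrez 21961) lies on chromosome 1 from 73910232 to 74124548. Fhod3 (Entrez 225288, chromosome 18, 24708388 to 25133507) fell from 1947 ± 475 to 417 ± 180 normalised counts, a log2 fold change of -2.22 (SE 0.393; DESeq2 adjusted p = 0.00014). Rp2h, the current symbol of which is Rp2 (chromosome X, 20364481 to 20405653), fell from 10755 ± 812 to 6856 ± 530 (log2 fold change -0.65). Lurap1l (chromosome 4, 80910686 to 80954301) fell from 3214 ± 480 to 1771 ± 114 (log2 fold change -0.86). Cyp11a1 (chromosome 9, 57998024 to 58027031) had a log2 fold change of -3.96 (SE 0.777; DESeq2 adjusted p = 0.000858). Its DMSO libraries ranged from 205 to 3318 normalised counts and its DOX libraries from 56.9 to 124. Plscr2 (chromosome 9, 92275602 to 92297752) had an adjusted p of 0.000354 in DESeq2, but its log2 fold change of -0.55 was under 1.5-fold.

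Ttc7b (chromosome 12, 100300770 to 100520837) rose from 1260 ± 191 normalised counts in DMSO to 2467 ± 280 in DOX libraries (log2 fold change 0.97; DESeq2 adjusted p = 0.000558). Uap1l1 (chromosome 2, 25361489 to 25365682) rose from 1258 ± 152 to 2647 ± 544 (log2 fold change 1.07; DESeq2 adjusted p = 0.00173). Cnpy3 (chromosome 17, 46735711 to 46752713) rose from 2265 ± 204 to 3798 ± 426 (log2 fold change 0.75), and Renbp (chromosome X, 73922121 to 73930850) from 2918 ± 516 to 5812 ± 883 (log2 fold change 0.99). Cdsn (chromosome 17, 35543101 to 35557180) ranged from 0 to 73.6 normalised counts in DMSO and from 372 to 1674 in DOX libraries (log2 fold change 4.45; DESeq2 adjusted p = 0.0113). Psen2 (chromosome 1, 180227004 to 180263467) rose from 2111 ± 233 to 5782 ± 2591 (log2 fold change 1.45; DESeq2 adjusted p = 0.031). Lars (chromosome 18, 42202298 to 42262237) rose from 5206 ± 689 to 10005 ± 2320 and passed the threshold narrowly (log2 fold change 0.94; DESeq2 adjusted p = 0.0474). Ccnd2 (chromosome 6, 127125162 to 127152188) rose from 21430 ± 3442 to 33265 ± 1565 with an adjusted p of 0.0696 in DESeq2, above the threshold. Krt5 (chromosome 15, 101707069 to 101712905) also missed the threshold (DESeq2 adjusted p = 0.0599). Its normalised counts were 1581 in DOX 19 and 378 in DOX 21, and at most 5.1 in each of the other 6 libraries. In edgeR the adjusted p was 0.999 for each of these genes that it tested, Krt5 having been removed by its count filter. The only called gene outside the study's list, Tctex1d1, was singled out after its values were seen; it had 0 counts in all 4 DMSO libraries and from 2.1 to 179 normalised counts in DOX libraries (DESeq2 adjusted p = 0.0353).

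**Figure D3:**
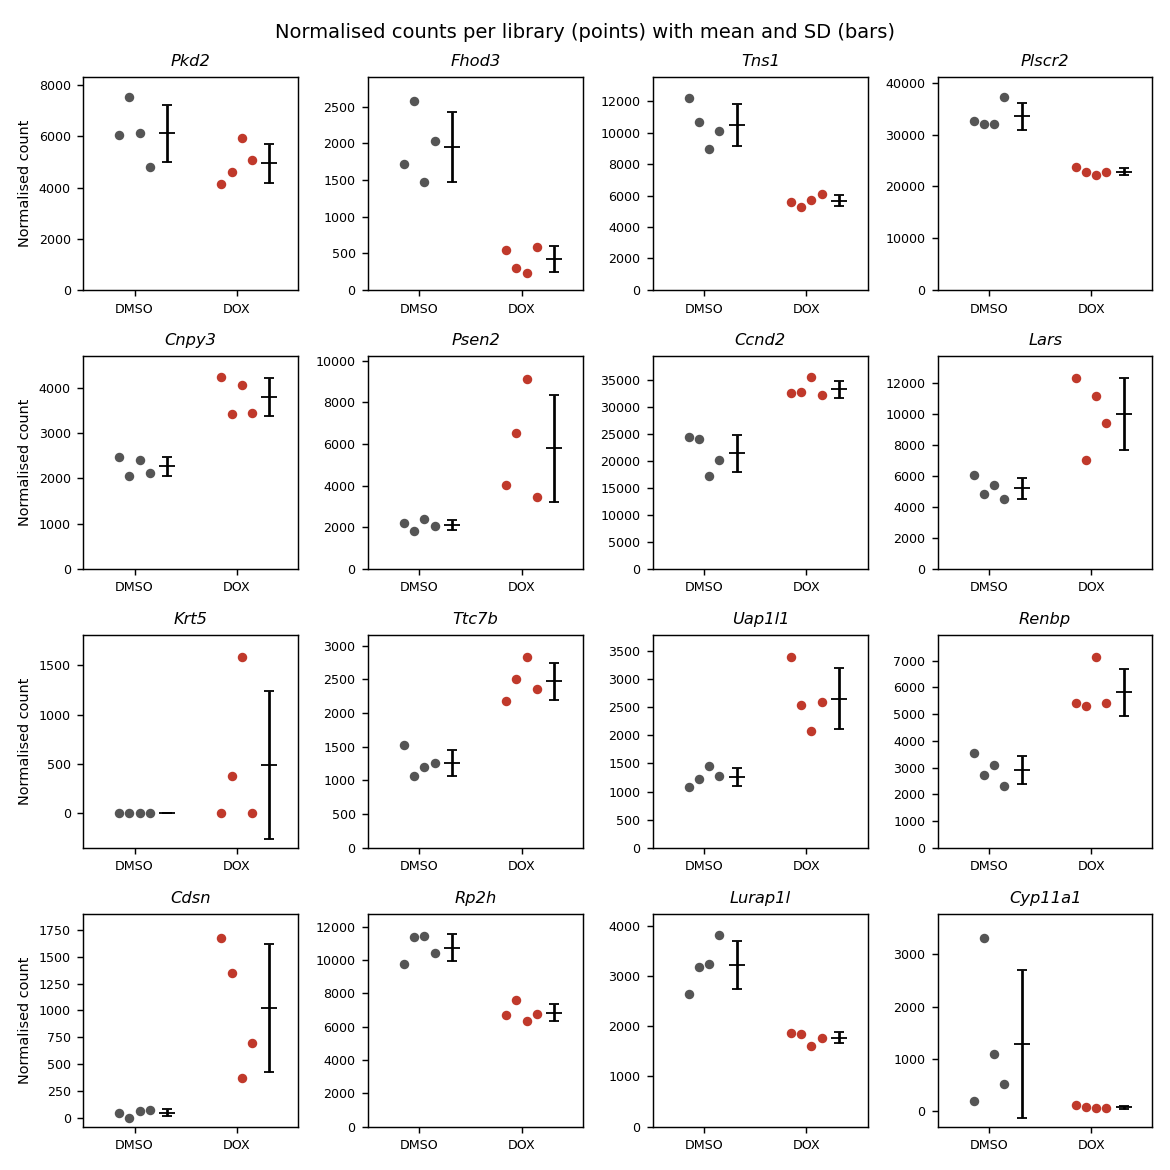
Normalised counts (vertical axes, linear) of 16 genes in DMSO (grey) and DOX (red) tubuloids, with 1 point per library and the mean ± SD of 4 libraries beside them. Groups overlap for Pkd2 and Krt5 and do not overlap for the other genes; Krt5 is high in DOX 19 and DOX 21.

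Proliferation genes were compared as a set, since the study asked whether proliferation markers changed with doxycycline. The study reported no significant change in its own markers. The 24 genes compared here were a separate list, so they do not retest those markers. Transcription factors of collecting duct principal cells, which the study examined after a pulse of the growth factor GDNF and not after doxycycline, were compared in the same way. The mean log2 normalised count of 24 proliferation genes was 11.65 ± 0.435 in DMSO and 11.12 ± 0.558 in DOX libraries (difference -0.53; exact permutation p = 0.2, adjusted p = 0.5). Of these genes, 21 were lower and 3 higher with DOX, and DESeq2 called 0, with 1 at an unadjusted p under 0.05. The 10 principal cell factors averaged 11.25 ± 0.476 in DMSO and 10.91 ± 0.184 in DOX libraries (difference -0.34; exact permutation p = 0.314, adjusted p = 0.524), and DESeq2 called 0, with 1 at an unadjusted p under 0.05. Both differences were within the spread between replicates. Leaving out 1 library at a time moved the proliferation difference between -0.79 (without DOX 12) and -0.36 (without DMSO 15). The principal cell factor difference moved between -0.52 (without DMSO 15) and -0.16 (without DMSO 5).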

Values the study reported

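For the tubuloids recovered after doxycycline or DMSO (4 cultures in each group), the study reported 35 differentially expressed genes, using an adjusted P of 0.05 and a change of 1.5-fold up or down. It gave an adjusted P of 0.0000213 for the lower expression of Tns1. For 4 independent tubuloid populations it stated an expression of Six2 of 1.34 TPM.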

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

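The thresholds for samples lying far from their group, the gene lists for stromal cells and the split count over all genes were chosen before the data were examined; the lists for urothelial cells and the tests of low gene detection were chosen after the first comparison was seen. A library was singled out where its gap to the nearest of the 3 others in its group exceeded the critical share of the group's range in Dixon's test for 4 values. This was tested in 58 groups of 4 libraries and singled out 7, where about 1 in 20, or 2.9, is what chance gives, and several of the values come from the same libraries and are not independent.

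DOX 19 had the fewest detected genes of its group (13599 against 17342 to 17903; gap 0.870 of the range), and DMSO 20 was similarly low in the other group (13243). Library depth did not account for this: after every library was thinned to the smallest total, the 6 other libraries still detected at least 16945 genes. A few genes taking most of the counts did not account for it either, since the 100 most counted genes took at most 27.4% in these 2 libraries, within the range of the others (19.6% to 29.6%). A smaller amount of starting material, or fewer kinds of cells in these cultures, may explain the low detection, but neither was tested. As 1 such library fell in each group, treatment is not a candidate source.

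The same 2 libraries gave 4 further values. The stromal score of DOX 19 was 10.90 against 13.07 to 13.36 in the other DOX libraries (gap 0.882), and the urothelial score of DMSO 20 was 4.16 against at least 5.76 in the other DMSO libraries (gap 0.870). Cdsn had 0 counts in DMSO 20 and was low in the other DMSO libraries too (gap 0.908 on the log2 scale). Renbp was highest in DOX 19 (log2 normalised count 12.80 against 12.37 to 12.40; gap 0.925). Fewer non-epithelial cells in DOX 19 may explain its low stromal score; between the groups, the stromal score did not differ (exact permutation p = 0.629), nor did the urothelial score (exact permutation p = 0.686). No biological explanation within a group was tested.

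Krt5 had a few counts in DMSO 3 and 0 in the other DMSO libraries, which gives a gap of 1 (the whole range) by construction and carries no weight. Plscr2 was highest in DMSO 5 (log2 normalised count 15.19 against 14.97 to 15.00; gap 0.862), a small difference in absolute terms. No explanation was tested for either.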

How the results depend on the processing

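The alternatives were chosen before the data were examined, except one transcript per gene, the handling of low gene detection and 3 further edgeR fits, which were chosen only after the data were seen. The number of called genes depended strongly on the test. Against 25 genes in DESeq2 (14 higher, 11 lower, 24 on the study's list), edgeR and limma-voom each called 0 genes in either direction and 0 on the list, with 476 and 478 genes at an unadjusted p under 0.05. In edgeR, 33 of the 34 list genes tested had an unadjusted p under 0.05, and 29 were among its 100 smallest p-values. Both tests thus ranked these genes alike, but the list was made from these libraries, so this shows no stability. The 3 further edgeR fits, with low detection as a covariate, on 3 against 3 libraries, and with robust dispersion estimates, also called 0, with 682, 751 and 478 genes at an unadjusted p under 0.05. In single simulated data sets with no gene changed, DESeq2 made 22 or 82 calls and edgeR 0 or 1. False calls by DESeq2 could therefore account for a count of this size. With 200 genes changed 4-fold, edgeR recovered 35.5% to 42.5% of them, so its 0 does not exclude changes of 4-fold or less. Larger changes were not simulated.

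Within DESeq2, genes with at least 10 counts in every library gave 16 calls (9 higher, 7 lower, 15 on the list), of which 14 were shared with the 25. The Cook's distance filter off gave 48 (25 higher, 23 lower), a 2-fold minimum 13 (7 higher, 6 lower, 12 on the list), and an adjusted p of at most 0.1 gave 40 (27 higher). With 1 surrogate variable there were 39 (24 lower; 17 shared), with the sex of the library as a covariate 43 (22 higher, 21 lower; 21 shared), with low detection as a covariate 41 (25 lower; 19 shared), and on 3 against 3 libraries 51 (30 lower, 11 on the list; 9 shared). Across the 8 fits that each left out 1 library, the calls ranged from 14 to 75 (6 to 42 higher, 6 to 33 lower), and those on the list from 9 to 21. The cause was not tested.

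Pkd2 stayed lower with DOX, with an adjusted p above the threshold, in all 23 alternatives (log2 fold change from -0.41 to -0.20, adjusted p from 0.763 to 1). None of the other named genes changed direction. Of 12 called named genes, 5 stayed called in every fit that left out 1 library: Fhod3, Tns1, Ttc7b, Uap1l1 and Cyp11a1. Of these, Tns1 (adjusted p 0.051) and Ttc7b (adjusted p 0.0549) were no longer called in DESeq2 on 3 against 3 libraries, and edgeR called none of them. Over the leave-one-out fits, 99 of 120 results for the 15 other named genes were unchanged, 18 became weaker and 3 stronger; over 217 other results, 136 were unchanged, 75 weaker and 6 stronger.

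For the 5 planned sets, 58 of 60 results kept their direction and stayed above 0.05. The stromal difference reversed without DMSO 15 (0.041) and without DOX 19 (0.11), and ranged from -0.94 to 0.11. Among sets added later, the adrenal difference reversed with TMM scaling (0.0064), without DMSO 3 (0.24) and without DOX 19 (0.48), with a range from -0.88 to 0.48 over the fits that left out 1 library, and the urothelial difference without DMSO 20 (-0.20) and without DOX 21 (-0.11), with a range from -0.20 to 0.80. Totals of at least 63922677 counts per library leave the spread between the 4 cultures of a group, not the depth, as the larger limit for well-expressed genes (common biological coefficient of variation 0.766 in edgeR).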

Other observations

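The split counts over genes counted in every library, over smallest p-values and over splits parting both pairs were chosen only after the first split count was seen, and the hypoxia, adrenal, squamous and urothelial lists and the test of isoforms after the first comparison was seen.

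How the number of called genes compares with other groupings of the same libraries depended on which groupings were taken. Of the 35 splits of the 8 libraries into 4 and 4, 14 gave at least 25 genes in DESeq2, the real one included, with a median of 11 and a maximum of 518. With genes of at least 10 counts in every library, 14 of the 35 splits gave at least the 16 genes of the real split. The smallest p-value of the real split was matched or passed in 20 of the 35 splits, the real one included. These hold all 15 splits that place both male libraries in one group, so that part of the count cannot be told apart from sex; of the 20 splits that part the male libraries, 5 gave a p-value as small, the real one included. In edgeR, 0 of the 35 splits gave a called gene, and 16 gave at least the 476 genes at an unadjusted p under 0.05 of the real one. Splits placing both DMSO 20 and DOX 19 in one group gave at least 25 genes in 9 of 15 cases, and those placing them apart in 5 of 20. Among the 12 splits that part these 2 libraries and also both male libraries, as the real one does, 1 gave as many genes, the real one; the largest other gave 11. Among the same 12 splits, the real one also had the most calls over genes counted in every library (16, next 4). It had the smallest p-value as well (1.86e-09, next 2.21e-09). The number of genes at an unadjusted p under 0.05 went the other way. In DESeq2 it was 899 in the real split, against 948 and 917 in other splits of these 12. In edgeR it was 476, against 502 and 486 in the same other splits. Comparison with so few splits cannot show a share under 0.05, so whether DOX adds calls beyond chance remains open. Only 1 of the 35 splits, the real one, called 24 of the study's 35 genes, but those genes were chosen on these libraries, so this carries no weight.

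Technical sources of the count were tested. Counting shared reads for each isoform did not produce it, as one transcript per gene gave 28 genes, of which 24 were shared. A sex covariate gave 43 genes, but as each group held 1 male library, sex could not make the groups differ and this count does not bear on the cause. Total counts did not differ between the groups (exact permutation p = 0.4286), and neither did the stromal score (exact permutation p = 0.6286).

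Pkd2 RNA was not clearly lower with DOX. The study measured protein instead: on western blots, polycystin-2 fell after doxycycline but was still detectable. It was also lower in sorted green cells than in red cells. Cre acted only in E-cadherin-positive cells in the study, and prestructures did not respond. Whole-transcript RNA counts are a different measure and do not contradict that protein result. The Pax8 promoter drives the transactivator that switches on Cre with doxycycline, so cells in which this promoter is inactive would keep the gene. The floxed transcript may also persist without the deleted exons, so a small change in whole-transcript counts could arise despite recombination. The log2 fold change stayed between -0.41 and -0.20 in all alternatives, and exon-level reads were not analysed here.

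The study's list holds Lars, Eprs, Slc3a2 and Slc6a9, genes of the response to amino acid shortage. A hypothesis is that doxycycline itself, which can slow mitochondrial translation, raised this response. The other 49 genes of the set were higher with DOX in 44 cases, with a mean difference of 0.76. The median difference of its genes (0.72) lay at percentile 100 of matched random sets, but the proliferation, stromal and hypoxia sets lay at percentile 0, so an extreme percentile does not set this set apart; genes of one pathway move together. Between libraries the difference was within the spread (exact permutation p = 0.2, adjusted p = 0.5, range of p 0.0571 to 0.371 over the alternatives). DMSO 15 scored 12.38, above DOX 21 (12.32), DOX 12 (12.35) and DOX 19 (11.64). DMSO 20, which like DOX 19 had low gene detection, scored lowest (10.84). The set test did not take low detection into account, so the scores of these libraries cannot be told apart from it. Nuclear-encoded respiratory chain genes did not differ (exact permutation p = 0.571). A design with doxycycline on cells without Cre was not analysed here, so an effect of the drug cannot be told apart from one of Pkd2 loss.

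Ankrd37, a gene induced by low oxygen, was among the genes called lower. The score of 18 other hypoxia-inducible genes did not differ (difference -0.73, exact permutation p = 0.457, 17 of 18 lower). DMSO 15 scored 14.18 and DMSO 20 scored 10.73. The hypoxia difference was -0.16 without DMSO 15 and -1.32 without DMSO 20, so its size depended on single libraries. Cyp11a1 was highest in DMSO 20 (3318 normalised counts), followed by DMSO 3 (1092). Adrenal genes did not differ between the groups (exact permutation p = 0.771), with scores of 4.67 in DMSO 3, 3.86 in DMSO 5 and 3.83 in DMSO 15, and of 4.16 in DOX 9, which had only 124 normalised counts of Cyp11a1. In DMSO 20 (1.35) and DOX 19 (1.32) a low adrenal score cannot be told apart from low gene detection, so these values do not settle whether adrenal tissue was carried over. Cdsn and Grhl3 were called higher with DOX, whereas Krt5 was high in 2 of 4 DOX libraries and was not called. Squamous genes were highest in DOX 19 (8.69) and DOX 21 (7.40), the same 2 libraries with high Krt5, but did not differ between groups (difference 0.98; exact permutation p = 0.2). The squamous difference fell to 0.54 with a pseudocount of 10 (exact permutation p = 0.4) and to 0.23 with TMM-scaled counts (exact permutation p = 0.743), so its size depended on the scale, and urothelial genes did not differ either (exact permutation p = 0.6857). A squamous-like population in some DOX cultures remains a hypothesis without a difference between the groups.

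Epithelial content varied widely within groups. Epcam ranged from 4556 normalised counts in DMSO 15 to 37768 in DMSO 3. Mature collecting duct markers were uneven: Aqp2 was at most 1.7 in every library, whereas Avpr2 was 0 in DMSO 15 and DMSO 20 and 2503 in DMSO 5, and Fxyd4 ranged from 116 in DMSO 15 to 6262 in DMSO 5. Six2 averaged 3.50 ± 2.65 TPM in DMSO and 3.03 ± 3.06 in DOX libraries (SD, n = 4 each). Both means are higher than the value quoted from the study above. The study did not say which tubuloid populations gave its value, so it need not refer to these libraries.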
